# Metabolomic Analysis of Skeletal Muscle in Aged Mice

**DOI:** 10.1038/s41598-019-46929-8

**Published:** 2019-07-18

**Authors:** Ran Uchitomi, Yukino Hatazawa, Nanami Senoo, Kiyoshi Yoshioka, Mariko Fujita, Takahiko Shimizu, Shinji Miura, Yusuke Ono, Yasutomi Kamei

**Keywords:** Ageing, Geriatrics

## Abstract

Sarcopenia is the age-induced, progressive loss of skeletal muscle mass and function. To better understand changes in skeletal muscle during sarcopenia, we performed a metabolomic analysis of skeletal muscle in young (8-week-old) and aged (28-month-old) mice by using capillary electrophoresis with electrospray ionization time-of-flight mass spectrometry. Principal component analysis showed clear changes in metabolites between young and aged mice. Glucose metabolism products were decreased in aged mice, specifically fructose 1,6-diphosphate (0.4-fold) and dihydroxyacetone phosphate (0.6-fold), possibly from decreased glycolytic muscle fibers. Multiple metabolic products associated with phospholipid metabolism were significantly changed in aged mice, which may reflect changes in cell membrane phospholipids of skeletal muscle. Products of polyamine metabolism, which are known to increase nucleic acid and protein synthesis, decreased in spermine (0.5-fold) and spermidine (0.6-fold) levels. By contrast, neurotransmitter levels were increased in skeletal muscle of aged mice, including acetylcholine (1.8-fold), histamine (2.6-fold), and serotonin (1.7-fold). The increase in acetylcholine might compensate for age-associated dropout of neuromuscular junctions, whereas the increases in histamine and serotonin might be due to muscle injury associated with aging. Further analysis focusing on the altered metabolites observed in this study will provide essential data for understanding aging muscles.

## Introduction

Skeletal muscle is the largest organ in the human body, accounting for about 40% of body weight, and it plays important roles in exercise and energy expenditure. Sarcopenia refers to the age-induced, progressive loss of skeletal muscle mass and function, which is accompanied by reduced muscle performance. Individuals with sarcopenia often become bedridden or dependent on a wheelchair, leading to decreased quality of life. Epidemiological studies have shown that people with a high quantity of skeletal muscle and a fast walking speed have greater longevity^1^. Considering the aging populations in developed countries, preventive methods and/or a cure for sarcopenia are needed.

Sarcopenia has been extensively studied using mouse models. Mice have a lifespan of 2***–***3 years. We previously reported a decrease in body weight in C57BL/6 mice older than 20 months^2^. Other studies have reported that a sarcopenia phenotype is observed at age 24 months in C57BL/6 mice^3^. In aged sarcopenia model mice, fast glycolytic muscle fibers are the first to decrease^4,5^ and remodeling of skeletal muscle components, such as decreased collagen gene expression, has also been reported^6^. Phospholipid composition in skeletal muscle is also known to change during atrophy^7^. In aged mice, it has been shown that proliferation and differentiation of muscle satellite cells (precursor cells) are suppressed, resulting in delayed regeneration after muscle injury^8^. Moreover, motor neurons in skeletal muscle are apt to drop out during aging, causing worsening of movement performance^9,10^.

To better understand changes in skeletal muscle during sarcopenia, we conducted a metabolomic analysis of skeletal muscle in young (8-week-old) and aged (28-month-old) mice using capillary electrophoresis with electrospray ionization time-of-flight mass spectrometry (CE-TOFMS). Gene expression analysis was also performed.

## Results and Discussion

The average body weight was 25.4 ± 0.2 g for young mice and 32.0 ± 0.2 g for aged mice. The average muscle (gastrocnemius) weight was 148.9 ± 3.5 mg for young and 125.4 ± 1.7 mg for aged mice. Adipose tissue weight was 256.5 ± 12.5 mg for young mice and 364.0 ± 46.4 mg for aged mice. Consistent with previous reports^3^, the weight of gastrocnemius muscle in aged mice was significantly lower than that in young mice. In the metabolomic analysis, 176 peaks (119 cations and 57 anions) were detected by the cation and anion modes of CE-TOFMS. The principal component analysis (PCA) results for the detected peaks are shown in Fig. 1. The first principal component effectively and distinctly separated the two groups (x-axis), suggesting that aging of skeletal muscle caused a significant change in the overall metabolite profile of muscle. As demonstrated by the heat map analysis (Fig. 2), skeletal muscle specimens from young and aged mice segregated into two groups, indicating that aging has profound effects on the metabolite profile of the skeletal muscle. Taken together, the PCA and heat map results support that aging significantly influenced the metabolite profile of skeletal muscle and resulted in clear separation of the two groups. The relative area values of the detected metabolic products in young and aged mice are listed in order in Supplementary Table 1. Of these, the metabolites that showed significant changes are listed in Table 1. The numbers of metabolites that showed significant decreases and increases in aged mice relative to young mice were 16 and 24, respectively. These metabolites are involved in various pathways related to glucose, phospholipids, polyamines, neurotransmitters, and amino acids. In the following subsections, the results of the metabolomic analysis are discussed in detail.

**Figure 1:**
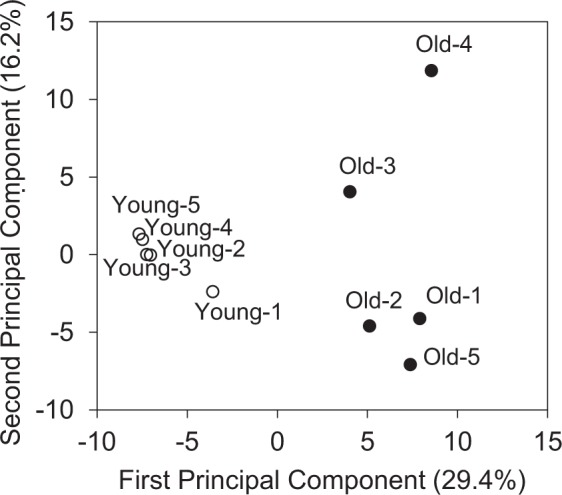
Principal component analysis (PCA) of metabolomic datasets of skeletal muscle from young and aged mice. Five mice were used in each group (Young-1 to Young-5 for young mice and Old-1 to Old-5 for aged mice). PCA was conducted with the determined data peaks using SampleStat ver. 3.14. Plots of young (open circles) and aged mice (filled circles) are clearly distinguished on the first principal component axis (x-axis).

**Figure 2:**
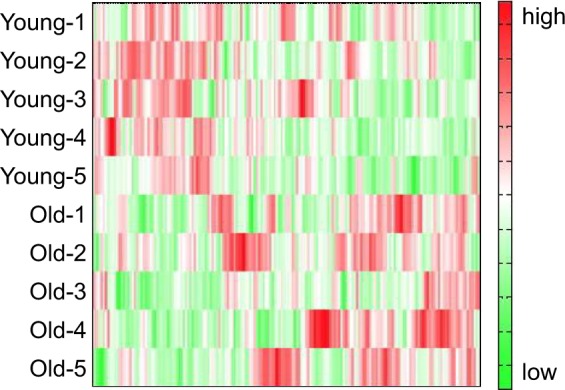
A heat map comparing metabolite changes between young mice and aged mice. The vertical axis shows sample names corresponding to the samples used in Fig. 1 (Young-1 to Young-5 for young mice and Old-1 to Old-5 for aged mice). The heat map patterns between young (upper five lanes) and aged (lower five lanes) are clearly distinguishable. Red indicates that the relative content of metabolites is high, whereas green indicates that the relative content of metabolites is low.

**Table 1:** List of significant changes in metabolites in aged mice.

Compound name	Old vs Young		
	Ratio	*p*-value	
Carboxymethyllysine	5.0	0.001	**
1-Methylhistamine	5.0	7.8E-04	***
Histamine	2.6	2.6E-04	***
Diethanolamine	2.5	0.031	*
Pantothenic acid	1.9	0.008	**
Thiamine	1.9	0.002	**
Homocarnosine	1.9	9.6E-05	***
Acetylcholine	1.8	0.001	**
Guanosine	1.8	0.034	*
Serotonin	1.7	0.012	*
Cysteine glutathione disulfide	1.7	0.019	*
*myo*-Inositol 1-phosphate *myo*-Inositol 3-phosphate	1.6	1.2E-04	***
Inosine	1.5	0.022	*
Glycerophosphocholine	1.4	0.012	*
Stachydrine	1.4	0.021	*
*S*-Adenosylmethionine	1.3	0.002	**
Citric acid	1.3	0.005	**
Phe	1.3	0.047	*
Threonic acid	1.3	0.033	*
Isethionic acid	1.3	0.002	**
Gln	1.2	0.011	*
Ethanolamine phosphate	1.2	0.043	*
CMP-*N*-acetylneuraminate	1.2	0.021	*
Taurine	1.1	0.031	*
ATP	0.9	0.003	**
Ala	0.8	0.031	*
Glycerol 3-phosphate	0.8	0.009	**
UTP	0.8	0.002	**
NAD^+^	0.8	1.1E-05	***
Gly	0.7	0.008	**
Sarcosine	0.7	0.002	**
Phosphorylcholine	0.6	0.006	**
β-Ala	0.6	0.002	**
1-Methylnicotinamide	0.6	0.009	**
Spermidine	0.6	0.010	*
Dihydroxyacetone phosphate	0.6	0.033	*
Spermine	0.5	0.001	**
*N*^6^-Methyllysine	0.5	0.001	**
Fructose 1,6-diphosphate	0.4	0.030	*
Hydroxyproline	0.3	4.2E-06	***

“Ratio” is the comparative value of the relative areas (old vs. young). The p-value was calculated using Welch’s *t-*test (***p < 0.001, **p < 0.01, *p < 0.05).

### Glucose metabolism

In the glycolysis pathway, levels of fructose 1,6-diphosphate (0.4-fold), dihydroxyacetone phosphate (0.6-fold), and glyceraldehyde 3-phosphate (0.6-fold) were decreased in aged mice compared with those in young mice (Fig. 3a). The reaction from fructose 6-phosphate to fructose 1,6-diphosphate is catalyzed by phosphofructokinase, a rate-limiting enzyme of glycolysis, which showed decreased gene expression (0.6-fold) by quantitative real-time RT-PCR (Fig. 3b). The enzymatic activity of phosphofructokinase is known to be allosterically inhibited by citric acid^11^. Interestingly, the citric acid level was significantly higher in aged mice (Fig. 3a), suggesting suppressed enzymatic activity of phosphofructokinase. In addition, aldolase mRNA level was lower in aged mice (0.7-fold) than in young mice, which is consistent with lower levels of dihydroxyacetone phosphate and glyceraldehyde 3-phosphate. In the glycolytic pathway, hexokinase and pyruvate kinase are also rate-limiting enzymes and the mRNA levels were 0.8-fold and 0.6-fold lower in aged mice than young mice (Fig. 3b). 

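Total RNA of the gastrocnemius muscle of 3 young mice (13 weeks old) and 3 aged mice (26 months old) was labelled with Cy3 and hybridized, 1 array per mouse, to a single-colour Agilent mouse gene expression array. The 6 arrays were on 1 slide and were read in 1 scan, with 3 arrays of young mice and 1 of aged mice in row 1 of the slide and 2 of aged mice in row 2. The authors deposited the Feature Extraction output of each array, in which the processed signal is the intensity of a spot after background subtraction and detrending within the array, not scaled between arrays. Each array had 62976 spots, of which 59305 were not controls and represented 55681 probes. The 75th percentile of the processed signal was 355, 302 and 243 on the arrays of young mice and 368, 341 and 321 on those of aged mice. Between 49.2% and 50.8% of the probes were well above background on the arrays of young mice (median 49.4%), and between 48.7% and 53.8% on those of aged mice (median 50.0%). No probe was saturated on any array.

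For the values given here, the signal was converted to log2 and the 75th percentile of the array was subtracted, so that 0 is the 75th percentile of an array. Spots flagged as outliers were left out, spots of the same probe were averaged, and a gene was represented by its probe with the highest mean over the 6 arrays among probes well above background on at least 3 arrays, regardless of group. Aged and young mice were compared with limma (lmFit and eBayes), with Benjamini-Hochberg adjustment over the 20901 genes tested. At an adjusted p under 0.05, 41 genes were higher and 12 lower in aged mice, and 3020 genes had an unadjusted p under 0.05. The number of genes past the threshold depended on single mice. It was 199 without aged mouse 1, 1 without aged mouse 3, and between 8 and 9 when any other mouse was left out. The number of arrays limits the precision, since an exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1.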

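The enzymes that convert glucose to pyruvate are encoded by 24 mouse genes, isoforms included, and 18 of them had a probe well above background on at least 3 arrays. The other 6 were not tested because their probes were dimmer than that. The mean of 13 of the 18 genes was lower in aged mice and that of 5 was higher. Apart from the 4 enzymes of Fig. 3b, represented by Hk2, Pfkm, Aldoa and Pkm, 9 genes were lower and 5 higher. None of the 18 passed the threshold in limma, with 0 genes adjusted over all genes tested and 0 adjusted over the list alone, and 2 genes, Aldoc and Pfkp, both higher in aged mice, had an unadjusted p under 0.05. The 10 genes with the brightest probes (Aldoa, Gapdh, Eno3, Pfkm, Pgam2, Tpi1, Gpi1, Pkm, Pgk1 and Hk2) were all lower in aged mice, from 0.797-fold for Pfkm to 0.955-fold for Pkm, but 2 of them not in every setting. Pkm was higher after quantile normalization between arrays (log2 fold change 0.081), without young mouse 1 (1.006-fold) and without young mouse 2 (1.041-fold), and Pgam2 without aged mouse 1 (below). Quantile normalization decides nothing for Aldoa. It gives one value to a probe of the same rank on every array, as happened here. For Pfkm (NM_021514), the log2 signal was 9.51 ± 0.06 (SD, n = 3) in young mice and 9.18 ± 0.14 (SD, n = 3) in aged mice, a log2 fold change of -0.33 (standard error 0.15, adjusted p = 0.390 from limma), and every aged mouse was below every young mouse. Tpi1 fell by 0.29, Eno3 by 0.27 and Gapdh by 0.22 on the log2 scale, with adjusted p of 0.547, 0.557 and 0.575 from limma, and of these 3 genes the groups overlapped for Tpi1 and Eno3 but not for Gapdh. Pgam2 was 9.22 ± 0.03 (SD, n = 3) in young mice and 8.96 ± 0.51 (SD, n = 3) in aged mice, and its change of -0.26 rested on aged mouse 1, without which it was 0.030. Among the genes with dimmer probes, Hk1 (log2 fold change -0.37) and Pfkl (-0.42) were lower. Aldoc (NM_009657) was higher in aged mice, at -0.21 ± 0.21 (SD, n = 3) against -1.04 ± 0.24 (SD, n = 3), a log2 fold change of 0.83 (standard error 0.20, adjusted p = 0.165 from limma), and so were Eno1 (0.78), Eno2 (0.65), Pfkp (0.59) and Pgam1 (0.21). Eno1 was higher in aged mice 2 and 3 but not in aged mouse 1, and without aged mouse 1 its log2 fold change was 1.30, with an adjusted p of 0.0490 from limma. Another Pfkp probe changed by -0.12, and all 7 Gapdh probes, all 3 Gpi1 probes and both Tpi1 probes were lower in aged mice. With the row on the slide as a block, only aged mouse 1 is compared with the young mice. Eno1 and Pgam1 were then lower (-0.24 and -0.15) and Pfkl was higher (0.034).

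**Figure D1:**
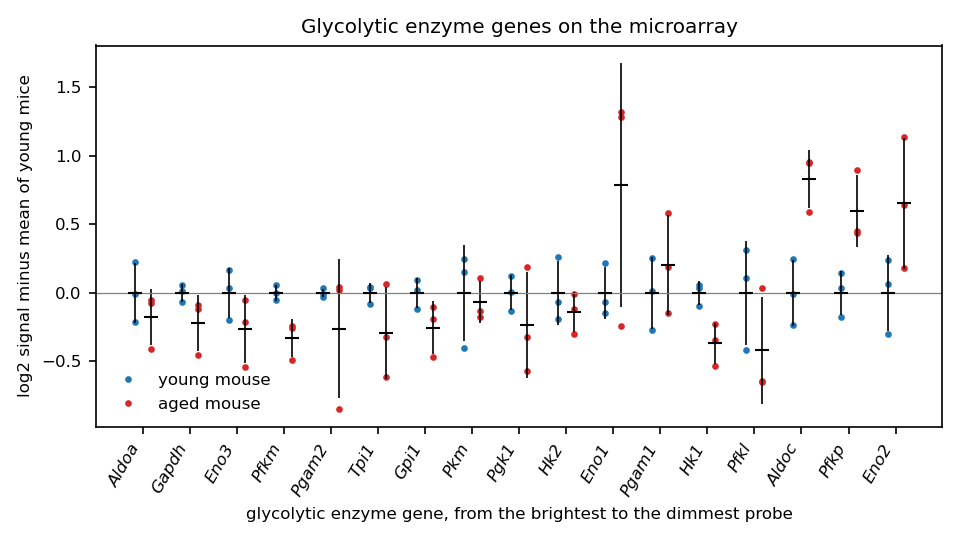
Log2 signal of 17 glycolytic enzyme genes on the array of each mouse, minus the mean of the 3 young mice (points, 3 young and 3 aged mice; bars, mean ± SD of the group), with the genes in order of the mean signal of their probe. The 10 genes on the left are lower in aged mice on average, at a log2 fold change from -0.33 for Pfkm to -0.07 for Pkm (Pkm 0.081 after quantile normalization; Pkm 0.058 without young mouse 2; Pgam2 0.030 without aged mouse 1).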

In our microarray data, we also observed decreased expression of genes encoding other glycolytic pathway enzymes (Supplementary Table 2). Downstream metabolites, such as 3-phosphoglyceric acid, 2-phosphoglyceric acid, phosphoenolpyruvic acid, and pyruvic acid, were unfortunately below the detection level in this study. 

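As a set, the 18 glycolytic genes tested had a median log2 fold change of -0.23 and a mean of -0.10 in aged mice, and they were not distinguishable from the other genes on the array (p = 0.641 from limma camera with a preset inter-gene correlation of 0.01, p = 0.819 with the correlation estimated from the data, and p = 0.482 from limma fry). The median was between -0.28 and -0.12 when 1 mouse was left out, and the value closest to 0 was the one without aged mouse 1. After quantile normalization it was -0.06, the setting that brought it closest to 0. For the 10 genes with the brightest probes, a group formed after their values were seen, the median difference from the mean of the young mice was -0.46 in aged mouse 1, -0.12 in aged mouse 2 and -0.03 in aged mouse 3, with 10, 9 and 6 of the genes below the mean of the young mice. All 5 genes of the list that were higher in aged mice had dimmer probes. The tests of the whole list therefore mix isoforms that moved in opposite ways and do not describe the brightest alone. Bright probes in general were also lower in aged mice on average at this scaling, mostly in aged mouse 1. The median log2 fold change was -0.06 over all 20901 genes, -0.12 for the 1103 genes with a mean log2 signal from 6 to 8, and -0.16 for the 406 genes above 8, for which the median difference from the young mice was -0.32 in aged mouse 1, -0.03 in aged mouse 2 and -0.10 in aged mouse 3.

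**Figure D2:**
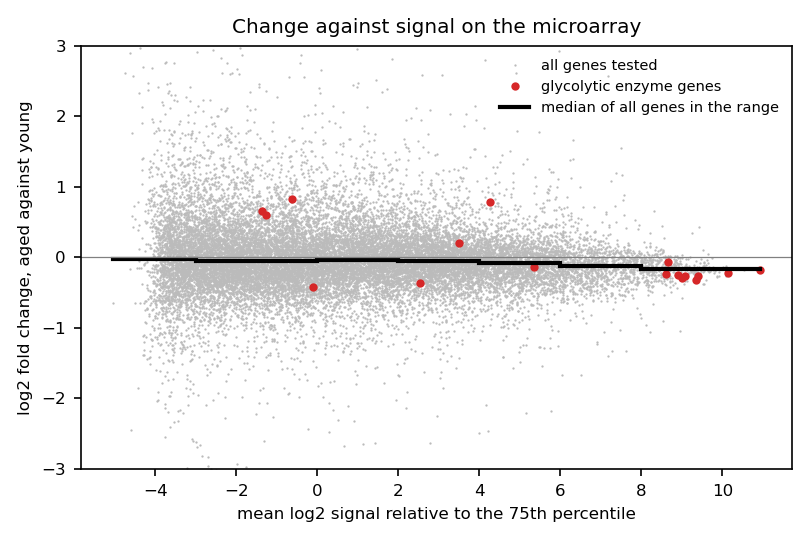
Log2 fold change of aged against young mice for each gene tested, plotted against its mean log2 signal relative to the 75th percentile of the array (grey, all genes; red, 17 glycolytic enzyme genes; black lines, median of all genes within each range of signal). The axis stops at 3 and -3, which leaves out 50 genes. The black lines fall to -0.16 among the brightest probes, mostly through aged mouse 1 (-0.32).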

Overall, the glycolytic pathway appeared to decrease in the skeletal muscle of aged mice.

**Figure 3:**
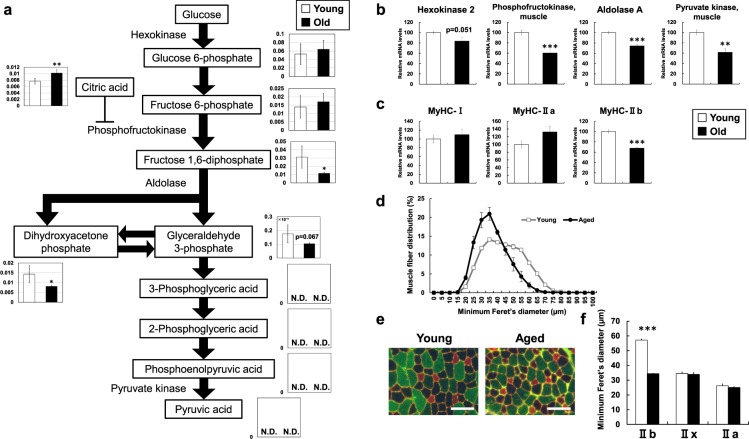
Metabolic changes related to glucose metabolism. (**a**) Metabolite changes in the skeletal muscle of young and aged mice are shown. Relative metabolite changes shown in the graphs were obtained by CE-TOFMS (Supplementary Table 1). Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SD (N = 5); **p < 0.01, *p < 0.05. Gene expression of (**b**) glucose metabolism and (**c**) myosin heavy chain in skeletal muscle from young and aged mice. Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SE (N = 5); ***p < 0.001, **p < 0.01. (**d**) Feret’s diameter of total fiber in tibilias anterior (TA) muscle. (**e**) Immunohistochemical analysis of the fiber-type composition in TA muscles. Red, type IIa and laminin; unstained, type IIx; green, type IIb. Scale bars 100 μm. (**f**) Myofiber Feret’s diameter of individual fiber types in TA muscle. ***p < 0.001. There were few type I fibers in all samples.

In skeletal muscle in sarcopenia, fast/white/type IIb glycolytic fiber muscles are reported to preferentially decrease relative to slow/red/type I/type IIa oxidative fiber muscles^4,5^. We observed a decreased mRNA level of myosin heavy chain IIb (MyHC-IIb), which is a fast/white fiber/type IIb (0.7-fold), but not MyHC-I or MyHC-IIa, which are slow/red/type I/type IIa, in aged mice compared with young mice (Fig. 3c). The cross-sectional area (CSA), measured as Feret’s diameter^12^, of dissected muscle fibers was smaller in aged mice than in young mice (Fig. 3d). Immunohistochemistry showed that the CSA of type IIb fibers was significantly smaller in the skeletal muscle of aged mice than in those of young mice, but no significant differences were observed with respect to CSA for IIx and IIa fibers between young and aged mice (Fig. 3e,f). The decrease in glucose metabolites observed in this study may reflect decreased glycolysis in aged mice because of decreased fast/white/type IIb glycolytic fiber muscles in sarcopenia.

### Phospholipids

Concerning lipid metabolism, the glycerol 3-phosphate level was significantly decreased (0.8-fold) in aged mice. Glycerol 3-phosphate is used for glycerophospholipids and triglycerides; however, as CE-TOFMS can only detect water-soluble metabolites, but not lipid-soluble metabolites, glycerophospholipids and triglycerides could not be analyzed. Changes in the levels of other glycophospholipid-related metabolites, such as ethanolamine phosphate (1.2-fold increase), phosphorylcholine (0.6-fold decrease), and glycerophosphocholine (1.4-fold increase), were observed (Fig. 4a).

**Figure 4:**
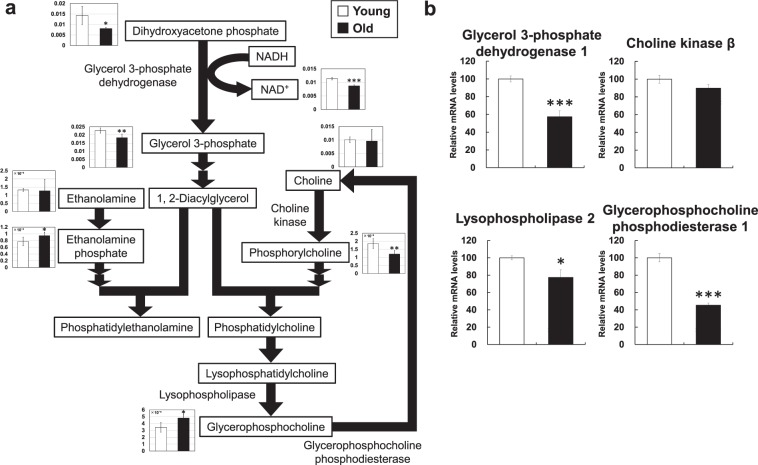
Metabolic changes related to phospholipid metabolism. (**a**) Metabolite changes in the skeletal muscle of young and aged mice are shown. Relative metabolite changes shown in the graphs were obtained by CE-TOFMS (Supplementary Table 1). Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SD (N = 5); ***p < 0.001, **p < 0.01, *p < 0.05. (**b**) Gene expression of phospholipid metabolism in skeletal muscle from young and aged mice. Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SE (N = 5); ***p < 0.001, *p < 0.05.

Glycerol 3-phosphate dehydrogenase catalyzes dihydroxyacetone phosphate to glycerol 3-phosphate. In this reaction, NADH is used and NAD^+^ is produced. The glycerol 3-phosphate dehydrogenase mRNA level was decreased (0.6-fold) in aged mice (Fig. 4b), as was the NAD^+^ level (0.8-fold) (Fig. 4a).

Glycerol 3-phosphate is metabolized to 1,2-diacylglycerol. Ethanolamine phosphate (1.2-fold increase) and phosphorylcholine (0.6-fold decrease) are metabolized and bind to 1,2-diacylglycerol to produce phosphatidylethanolamine (PE) and phosphatidylcholine (PC), respectively. They are components of the cell membrane^7^. Glycerophosphocholine (1.4-fold), an intermediate metabolite of the degradation pathway of PC, was increased in aged mice. The changes in metabolite levels related to phospholipid metabolism may reflect changes in the components of cellular phospholipids in the skeletal muscle of aged mice.

Next, the phospholipid composition in skeletal muscle was analyzed and compared between young and aged mice. CE-TOFMS analysis is useful for the comprehensive analysis of water-soluble metabolites in cells, although it cannot detect lipid-soluble metabolites. Thus, we used liquid chromatography-mass spectrometry (LC-MS) analysis to detect phospholipids. PCA analysis of PC and PE clearly showed differential patterns between young and aged mice (Supplementary Fig. 1). Lipid species in the phospholipid fraction (PC and PE) from young and aged mice are shown in Table 2. The level of several PC and PE species differed significantly between young and aged mice. Thus, the suggested phospholipid changes based on CE-TOFMS analysis (Fig. 4) were confirmed by LC-MS analysis.

**Table 2:** Lipid species in the phospholipid fraction (PC and PE) from young and aged mice.

Phospholipid species	Mean		Old vs Young		
	Young	Old	Ratio	*p*-value	
PC (16:0/16:0)	13.62	11.44	0.84	0.004	***
PC (16:0/16:1)	3.26	3.61	1.11	0.107	
PC (16:0/18:1)	9.85	12.48	1.27	8.E-05	***
PC (18:1/18:1)	1.78	2.55	1.43	1.E-04	***
PC (16:0/18:2)	12.01	13.12	1.09	0.252	
PC (16:1/18:2)	1.21	1.63	1.35	0.029	*
PC (18:0/18:2)	3.07	3.98	1.30	0.002	**
PC (18:1/18:2)	2.72	3.77	1.39	0.018	*
PC (18:2/18:2)	2.84	3.91	1.38	0.047	*
PC (16:0/20:4)	9.82	6.70	0.68	3.E-04	***
PC (18:0/20:4)	2.14	1.88	0.88	0.089	
PC (18:1/20:4)	1.14	1.14	0.99	0.943	
PC (18:2/20:4)	1.45	1.26	0.87	0.053	
PC (16:0/22:6)	19.74	16.99	0.86	0.026	*
PC (16:1/22:6)	3.19	3.49	1.09	0.115	
PC (18:0/22:6)	3.85	3.43	0.89	0.200	
PC (18:1/22:6)	1.13	1.50	1.32	0.008	**
PC (18:2/22:6)	2.99	2.74	0.92	0.337	
PE (16:0/18:1)	0.97	1.86	1.92	2.E-04	***
PE (18:0/18:1)	1.53	2.09	1.36	0.231	
PE (18:1/18:1)	3.26	5.73	1.76	0.020	*
PE (16:0/18:2)	1.99	3.11	1.57	0.003	**
PE (18:0/18:2)	8.33	10.13	1.22	0.039	*
PE (18:1/18:2)	2.19	4.26	1.95	2.E-05	***
PE (18:0/20:4)	19.43	10.45	0.54	3.E-05	***
PE (18:1/20:4)	2.69	2.69	1.00	0.978	
PE (16:0/22:6)	7.35	8.00	1.09	0.374	
PE (16:1/22:6)	1.80	3.20	1.78	0.035	*
PE (18:0/22:6)	29.20	23.87	0.82	0.002	**
PE (18:1/22:6)	8.37	10.63	1.27	0.025	*
PE (18:2/22:6)	8.24	9.25	1.12	0.038	*

“Ratio” is the comparative value of the relative areas (old vs. young). ***p < 0.001, **p < 0.01, *p < 0.05.

A previous study had reported the fatty acid composition in soleus muscle (red, slow-twitch, oxidative fiber) and extensor digitorum longus muscle (EDL, white, fast-twitch, glycolytic fiber) in rat^13^. According to the study, soleus, compared with EDL, contained higher level of 18:0, 18:1(n-9), and 18:2(n-6) fatty acids and lower level of 16:0, and 22:6(n-3) fatty acids^13^. In our results, the level of phospholipid species composed of only 18:0, 18:1, and 18:2 were higher in aged mice than in young mice, while the level of phospholipid species composed of only16:0, and 22:6 were lower in aged mice than in young mice (Table 2). In particular, in the case of PC, the dominant phospholipid in skeletal muscle^7^, PC(18:1/18:1), PC(18:0/18:2), PC(18:1/18:2), and PC(18:2/18:2) levels were significantly higher and those of PC(16:0/16:0), and PC(16:0/22:6) significantly lower in aged than in young mice (Table 2). These findings are consistent with the observation that aged mice exhibited decreased glycolytic white fibers than young mice (Fig. 3c,e,f).

### Polyamines

Polyamines have various physiological functions, including roles in cell division, proliferation, and synthesis of nucleic acids and proteins^14,15^. As shown in Fig. 5a, putrescine, spermidine, and spermine are polyamines. Of these, spermidine (0.6-fold decrease) and spermine (0.5-fold decrease) were significantly altered in the skeletal muscle of aged mice (Fig. 5a). A previous study also reported decreased polyamine levels in various tissues of aged mice, including skeletal muscle^16^.

**Figure 5:**
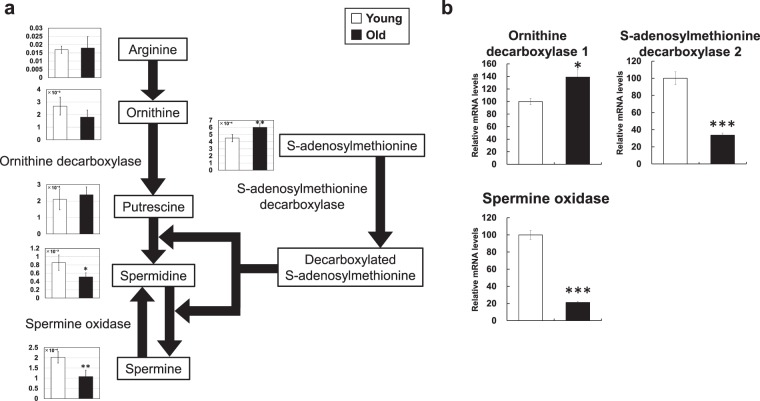
Metabolic changes related to polyamine metabolism. (**a**) Metabolite changes in the skeletal muscle of young and aged mice are shown. Relative metabolite changes shown in the graphs were obtained by CE-TOFMS (Supplementary Table 1). Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SD (N = 5); **p < 0.01, *p < 0.05. (**b**) Gene expression of polyamine metabolism in skeletal muscle from young and aged mice. Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SE (N = 5); ***p < 0.001, *p < 0.05.

Ornithine is metabolized to putrescine by ornithine decarboxylase. The addition of propylamine to putrescine produces spermidine, and further propylamine addition produces spermine. Propylamine is supplied from S-adenosylmethionine catalyzed by S-adenosylmethionine decarboxylase. Spermine is metabolized to spermidine by spermine oxidase. In aged mice, the mRNA level of ornithine decarboxylase increased (1.4-fold), whereas those of S-adenosylmethionine decarboxylase and spermine oxidase decreased (0.3-fold and 0.2-fold, respectively) (Fig. 5b). Decreased S-adenosylmethionine decarboxylase and spermine oxidase expression can cause decreased spermidine and spermine levels, which may contribute to aged phenotypes such as decreased cell proliferation and nucleotide/protein synthesis. Indeed, knockdown of S-adenosylmethionine decarboxylase mRNA by siRNA in primary myoblast cells caused decreased cell proliferation assessed by EdU incorporation (Supplementary Fig. 2). Agents such as inhibitors of polyamine degradation enzymes or stimulators of polyamine synthesis enzymes could be candidates for drugs or functional foods to treat sarcopenia. This possibility remains to be pursued.

### Neurotransmitters

Increased acetylcholine (1.8-fold) was observed in the skeletal muscle of aged mice (Fig. 6a). Acetylcholine is a neurotransmitter that is secreted from synaptic vesicles of motor nerve axon terminals in neuromuscular junctions during muscle contraction. During aging, neuromuscular junctions drop out and, as compensation, the expression levels of acetylcholine receptors increase, as determined by denervation experiments^17^. Moreover, neuromuscular junctions are known to degenerate during the aging process^9,10^. Thus, the increased acetylcholine level observed in this study (Fig. 6a) is likely the compensation for decreased neuromuscular junction signals. Indeed, we observed increased acetylcholine receptor mRNA expression (1.5-fold) in aged mice (Fig. 6b). Moreover, the mRNA level of acetylcholinesterase, a degradation enzyme of acetylcholine, was decreased in aged mice (0.7-fold) (Fig. 6b), which may contribute to the increase in acetylcholine levels.

**Figure 6:**
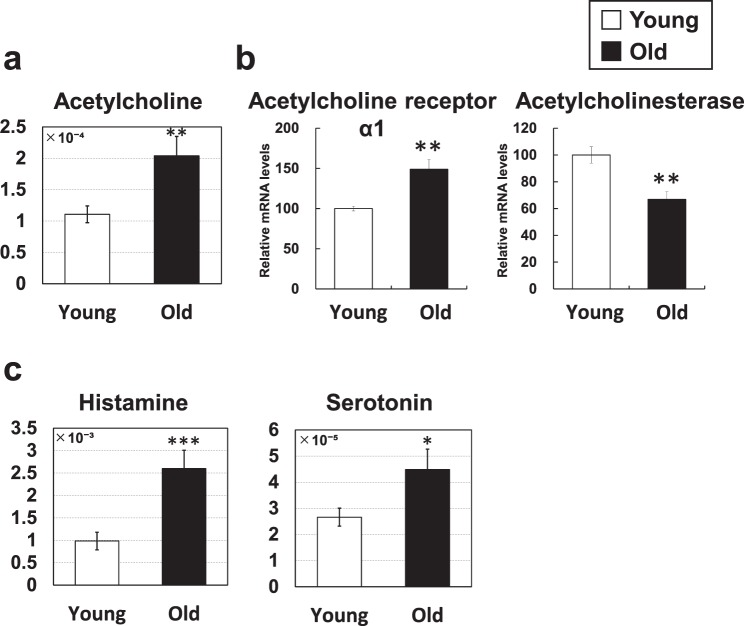
Metabolic changes related to neurotransmitters. (**a**,**c**) Metabolite changes in the skeletal muscle of young and aged mice are shown. Relative metabolite changes shown in the graphs were obtained by CE-TOFMS (Supplementary Table 1). Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SD (N = 5); ***p < 0.001, **p < 0.01, *p < 0.05. (**b**) Gene expression of acetylcholine receptor and acetylcholinesterase in skeletal muscle from young and aged mice. Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SE (N = 5); **p < 0.01.

In addition to acetylcholine, the neurotransmitters histamine (2.6-fold) and serotonin (1.7-fold) were increased in the skeletal muscle of aged mice (Fig. 6c). Physical damage to skeletal muscle can cause inflammation and induce the production of histamine, serotonin, and prostaglandins^18^. These substances affect nociceptive fibers and cause muscle pain^18^. In addition, muscle regeneration capacity decreases with age^8^. Together, age-induced muscle damage and delayed regeneration may increase histamine and serotonin levels.

### Others

Changes in several other amino acid-related metabolites were noted. The levels of hydroxyproline, a major component of collagen, were decreased in aged mice (0.3-fold) (Fig. 7a). The mRNA level of collagen type I α1 (0.1-fold), type III α1 (0.2-fold) and type VI α2 (0.3-fold), which are major collagens in skeletal muscle^19^, was markedly decreased in the skeletal muscle of aged mice (Fig. 7b). Thus, the decreased hydroxyproline levels may reflect the decreased collagen gene expression in aged mice.

**Figure 7:**
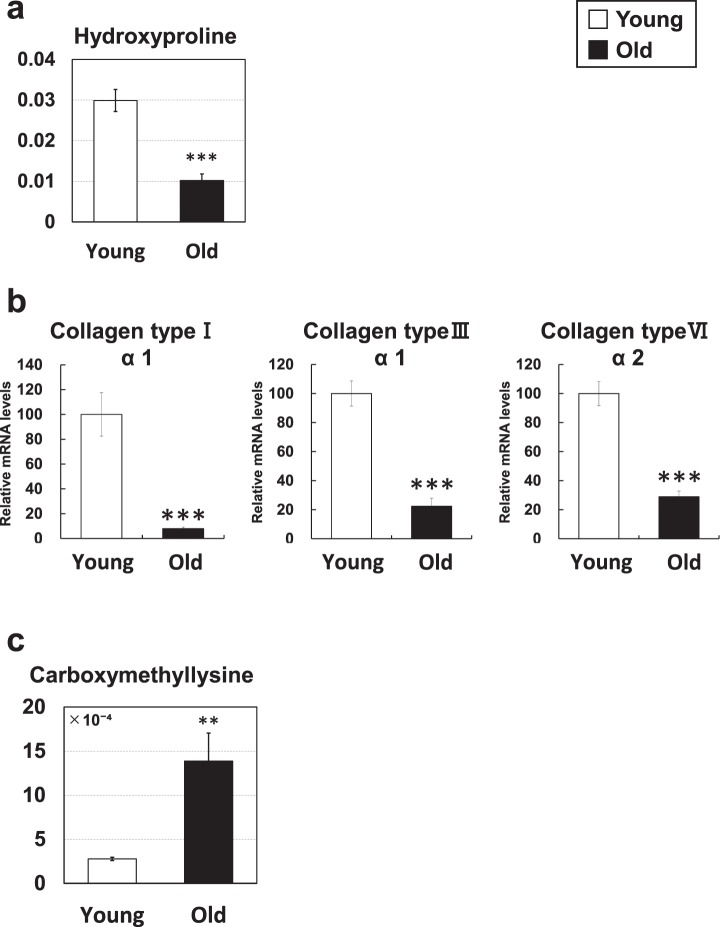
Metabolic changes related to amino acids. (**a**,**c**) Metabolite changes in the skeletal muscle of young and aged mice are shown. Relative metabolite changes shown in the graphs were obtained by CE-TOFMS (Supplementary Table 1). Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SD (N = 5); ***p < 0.001, **p < 0.01. (**b**) Gene expression of collagen in skeletal muscle from young and aged mice. Open bars, young mice; filled bars, aged mice. Data are expressed as mean ± SE (N = 5); ***p < 0.001.

Carboxylmethyllysine was markedly increased in aged mice (5.0-fold) (Fig. 7c). Carboxylmethyllysine is an advanced glycation end product (AGE) that is known to accumulate during the aging process^20^. In addition, the carboxylmethyllysine level is known to correlate with vascular diseases and arteriosclerosis in diabetic patients^21^. The increased carboxylmethyllysine is likely a phenotype of aged mice.

S-adenosylmethionine is a donor of methyl groups for DNA and protein. Global genomic DNA methylation levels increase in skeletal muscle in response to aging^22^. The increased S-adenosylmethionine level in aged muscle observed in this study (Fig. 5a) may be involved in the process of DNA methylation.

### Implications of sex difference in age-induced sarcopenia

In the current study, we used young and aged male mice for analysis. It has been reported that there are no differences in the incidence rate of sarcopenia in male and female humans^23^. 

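The arrays carry probes for genes of the Y chromosome and for Xist, which is transcribed from an inactive X chromosome. Ddx3y and Eif2s3y were well above background on all 6 arrays. Ddx3y was between 6.77 and 9.22 times the 75th percentile of the array, with a log2 fold change of -0.14 between aged and young mice, and Eif2s3y was between 12.3 and 15.7 times, with a log2 fold change of -0.20. One of the 2 Uty probes was also well above background on all 6 arrays, whereas Kdm5d was on none. Of the 2 Xist probes, one was well above background on 1 array and the other on none, at no more than 0.119 times the 75th percentile.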

On the contrary, other authors have reported that males are more susceptible to sarcopenia than are females^24^. Thus, there may be differences between the sexes with respect to sarcopenia susceptibility, but this has yet to be confirmed, and future studies are required to validate. Differences in metabolite profile in aged muscles between males and females (to evaluate if there was any sex difference between the young and old animals with regards to muscle metabolites) would be the next issue to be addressed.

## Conclusions

In this study, we observed various metabolite changes in aged mice (Fig. 8). The changed metabolites suggest the following: 1) decreases in the glycolytic pathway, possibly from decreased glycolytic muscle fibers; 2) changes in the phospholipid-related pathway that reflect muscle cellular membrane components during aging; and 3) aging-related neurodegeneration and muscle degeneration. Further analysis focusing on the altered metabolites observed in this study will provide essential data for understanding aging muscles.

**Figure 8:**
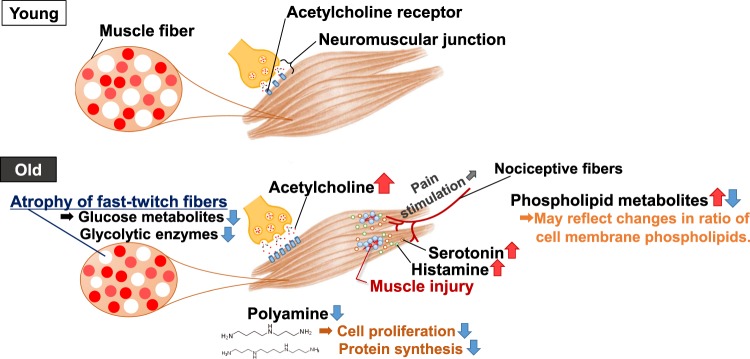
Schematic summary of this study. In the skeletal muscle of aged mice, several metabolite changes were observed. (1) Glucose metabolites decreased, likely due to preferential atrophy of fast-twitch fibers. (2) Phospholipid metabolites changed, likely reflecting changes in the ratio of cell membrane phospholipids. (3) Neurotransmitter levels significantly increased, likely because of neuromuscular junction dropout and muscle injury. (4) Products of polyamine metabolism decreased, probably contributing to aging phenotypes.

## Methods

### Animals and ethics statement

C57BL/6J mice were purchased from Shimizu Laboratory Supplies (Kyoto, Japan). The mice were allowed ad libitum access to food (a standard laboratory diet, CE2, Clea, Tokyo, Japan) and water. All animal experiments were performed with the approval of the Institutional Animal Care and Use Committees of Kyoto Prefectural University. The protocol was approved by the Committee (No. KPU260407, review board: Dr. Yasuhiro Tsukamoto). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering. The mice were cared for in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. All other experiments were performed in accordance with our institutional guidelines.

### Metabolomic analysis

Gastrocnemius muscles of 8-week-old male mice (N = 5, young group) and 28-month-old male mice (N = 5, aged group) were used for the metabolomic analysis (Human Metabolome Technologies Inc., Tsuruoka, Japan)^25–27^. Metabolomic analysis was performed as previously described^25^. The samples were subjected to CE-TOFMS analysis using the Agilent CE-TOFMS system (Agilent Technologies, Santa Clara, CA). The relative area of each peak was calculated and compared between the young and aged groups. The metabolomics data was submitted to Metabolomics Workbench (www.metabolomicsworkbench.org).

### Quantitative real-time RT-PCR analysis

Total RNA was isolated from tissue homogenates using the TRIzol reagent (Thermo Fisher Scientific Inc., Tokyo, Japan). cDNA was synthesized using 500 ng of each RNA sample with ReverTra Ace qPCR RT Master Mix Transcription Kit (Toyobo, Tokyo, Japan). Gene expression levels was measured as described previously^8^. The mouse-specific primer pairs used were as shown in Supplementary Table 3.

### Immunohistochemical analysis

Immunohistochemical analysis was performed on tibilias anterior muscle of young (4-month-old, N = 6) and aged (27-month-old, N = 7) mice as previously described^28^. Primary antibodies used were as follows: mouse anti-type IIa myosin heavy chain (MyHC) (SC-71), mouse anti-type IIb MyHC (BF-F3), mouse anti-type I MyHC (BA-D5) antibodies were obtained from Deutsche Sammlung von Mikroorganismen (Braunschweig, Germany). Rat anti-Laminin α2 antibody was obtained from Enzo (Enzo Life Sciences, NY, USA). Immuno-stained images were optimized globally and assembled into figures with Photoshop (Adobe, San Diego, CA, USA). Minimum fiber Feret’s diameter measurement^12^ was performed using ImageJ/Fiji software (https://imagej.nih.gov/ij/docs/guide/index.html). Samples with significant staining artifacts were excluded from automated analyses.

### Liquid chromatography-mass spectrometry (LC-MS)

Lipids were extracted from the extensor digitorum longus muscle (EDL) of young and aged mice. The mice were same as used in CE-TOFMS. LC-MS analysis was performed as described before^7^, with slight modification. Namely, phospholipid fractions were analyzed using an LCMS-8040 triple–quadrupole mass spectrometer (Shimadzu, Kyoto, Japan) equipped with an electrospray source ionization probe. For high-performance liquid chromatography (HPLC) analysis, an Accucore RP-MS C18 column (2.6 μm, 2.1 × 50 mm, Thermo Fisher Scientific) was used. To quantify phosphatidylcholine (PC) and phosphatidylethanolamine (PE), multiple reaction monitoring was performed with the transitions [M + HCOO]− to [RCOO]− for PC, [M − H]− to [RCOO]− for PE. Peak areas of each individual species were normalized against the sum of all peak areas within each phospholipid class to determine the relative abundances (expressed as % of total). After applying autoscaling, mean-centering, and scaling by standard deviation on a per-peak basis as pretreatment, a principal component analysis (PCA) was conducted using JMP ver. 11 (SAS Institute, Cary, NC, USA).

### Primary myoblast cell culture

Primary myoblast cell isolation and culture was performed as described before^8^. Measuring cell proliferation, we used the Click-iT Plus 5-ethynyl-2′-deoxyuridine (EdU) Alexa Fluor 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific)^8^. siRNA of S-adenosylmethionine decarboxylase mRNA was purchased from Sigma-Aldrich Japan; MISSION siAmd2 (SASI_Mm02_00311615), and MISSION siRNA Universal Negative Control #1. Lipofectamine RNAiMax (Thermo Fisher Scientific) was used for transfection of siRNA.

### cDNA microarray analysis

Gastrocnemius muscles of 13-week-old male mice (N = 3, young group) and 26-month-old male mice (N = 3, aged group) were used for the microarray analysis. The average body weight was 23.5 ± 1.7 g for young mice and 29.5 ± 2.5 g for aged mice. The average muscle (gastrocnemius) weight was 139.1 ± 7.6 mg for young and 122.8 ± 11.8 mg for aged mice. cDNA microarray data were collected as described previously^25^. The microarray data was submitted to GEO database (accession No. GSE125815).

## Supplementary information

Supplementary information

Author signitures

# Supplementary material for: Metabolomic Analysis of Skeletal Muscle in Aged Mice
**Source:** Sci Rep. 2019 Jul 18;9:10425. doi: 10.1038/s41598-019-46929-8
**Supplement:** Supplementary file 2 — Author signitures

In accordance to Nature Publishing Groups Authorship Policy we agree to change the authors of the manuscript as indicated below.

**NAME OF JOURNAL:** Scientific Reports

**TITLE OF MANUSCRIPT:** Metabolomic Analysis of Skeletal Muscle in Aged Mice

**MANUSCRIPT NUMBER:** SREP-19-05029

**CORRESPONDING AUTHORS NAME:** Yasutomi Kamei

**PREVIOUS AUTHOR NAMES:**

Ran Uchitomi, Yukino Hatazawa, Takahiko Shimizu, Yasutomi Kamei

**UPDATED AUTHOR NAMES:**

Ran Uchitomi, Yukino Hatazawa, Nanami Senoo, Kiyoshi Yoshioka, Mariko Fujita, Takahiko Shimizu, Shinji Miura, Yusuke Ono, Yasutomi Kamei

**CHANGE TO AUTHOR LIST:** Nanami Senoo, Kiyoshi Yoshioka, Mariko Fujita, Shinji Miura, Yusuke Ono were added as authors.

| Print Name       | Signature        | Date          |
|------------------|------------------|---------------|
| Ran Uchitomi     | Ran Uchitomi     | June 10, 2019 |
| Yukino Hatazawa  | Yukino Hatazawa  | June 10, 2019 |
| Nanami Senoo     | Nanami Senoo     | June 10, 2019 |
| Kiyoshi Yoshioka | Kiyoshi Yoshioka | June 10, 2019 |
| Mariko Fujita    | Mariko Fujita    | June 10, 2019 |
| Takahiko Shimizu | Takahiko Shimizu | June 10, 2019 |
| Shinji Miura     | Shinji Miura     | June 10, 2019 |
| Yusuke Ono       | Yusuke Ono       | June 10, 2019 |
| Yasutomi Kamei   | Yasutomi Kamei   | June 10, 2019 |
|                  |                  |               |

How the deposited data were processed for this re-analysis (not part of the article)

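Gene expression was measured in the gastrocnemius muscle of 3 young mice (13 weeks old) and 3 aged mice (26 months old), with 1 single-colour Agilent array per mouse. The authors' files are the Feature Extraction output of each array. The deposited values are intensities on a linear scale: the processed signal, from which the authors' software had subtracted the background and removed spatial and multiplicative trends within the array, and the median pixel intensity of each spot and of its local background. The signals were not scaled between arrays. The deposited series matrix held the same intensity in every row, with a largest difference of 0 on the log2 scale. The methods refer to an earlier paper for the array data, and the text names no normalization or test for them.

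Of 62976 spots per array, 59305 were not controls. Spots flagged as non-uniform or as population outliers were left out (161 to 212 per array), the log2 signals of spots of the same probe were averaged, and the 75th percentile of each array was subtracted. Of 55681 probes, 12 had only flagged spots on some array and were left out. The arrays name probes by accession. Accessions were matched without their version to the RefSeq transcripts of GRCm38.p6, which gave a gene symbol to 28331 probes. The other 27350 kept the identifier of the file. No coordinates are given, since the array was designed on another build. A probe was kept when it was well above background on at least 3 of the 6 arrays, and a gene was represented by the kept probe with the highest mean over all arrays among those saturated on no array. This left 20901 genes, 13845 of them with a symbol.

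Aged and young mice were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on an intercept and age), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The fit was tested on simulated arrays with the means and spreads of the 20901 genes, in which 200 genes were changed. It recovered 89% of them at a log2 change of 3, 70% at 2, and 0% at 1, with 10, 9 and 0 unchanged genes also called. A simulated fall of 0.25 in all 18 glycolytic genes, varying independently, was detected by camera in 100% of 50 simulations, and in 0% without a fall. Genes of one pathway do not vary independently, so this share need not hold on real arrays.

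Sets of genes were tested with limma camera (preset inter-gene correlation 0.01) against all other genes, with fry and with camera at an estimated correlation beside it. The 19 lists of genes were the glycolytic enzymes, the genes measured by RT-PCR in the study, glycogen breakdown, citric acid cycle, collagen, fast fibre, slow fibre, denervation response, polyamine, muscle atrophy, lymphocyte, macrophage, mast cell, adipocyte, erythrocyte, Schwann cell, circadian clock, Y chromosome and X inactivation. The last had no gene that could be tested, which left 18 lists for the adjustment. These lists, the tests of genes and lists, the alternatives and the rule for the genes named were set before the data were examined. The genes named are those of the glycolysis list, those measured by RT-PCR, and, among genes with a symbol, an adjusted p under 0.05, no overlap between the groups and a probe well above background on all 6 arrays, the 5 with the largest increase and the 5 with the largest decrease. A further 5 lists (neutrophil, epithelial, myelin, non-myelin Schwann cell and other clock output genes) were written after the first results and before the values of their genes were read, and their p were adjusted over these 5 lists. Genes measured by RT-PCR are also on the glycolysis (4), collagen (3), polyamine (3), fast fibre (1), slow fibre (1) and denervation response (1) lists.

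The signal over background sets the depth of an array. The share of probes well above background was 50.8%, 49.4% and 49.2% in young mice 1 to 3 and 53.8%, 48.7% and 50.0% in aged mice 1 to 3. The mean net signal of negative controls was 61.3 on the array of aged mouse 1 and between 51.9 and 55.1 on the others. A probe that was well above background on no array of a group has only a bound there. Of the 53 genes past the threshold, 13 were so in young mice and 3 in aged mice, and no fold is given for these.

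The alternatives were normexp background correction (offset 50) on the median spot signal and the background, in place of the mean spot signal, which is not used here; quantile normalization between arrays; scaling to the median; the 75th percentile over probes well above background on all arrays; no filter on dim probes, or probes well above background on all 6 arrays; the mean of all probes of a gene; saturated probes included or left out; the series matrix values; a mean-variance trend; the row on the slide as a block; the replicate number as a block; and leaving out each mouse in turn. The row as a block leaves aged mouse 1 alone to be compared with the young mice, because row 2 holds only aged mice. The slide and the scan could not be used as a block, because there was 1 of each. The metabolite, RT-PCR, immunohistochemistry and lipid measurements are not analysed here, and neither is Supplementary Table 2. Values of some single genes on the lists are not reported here, but the genes stay in the counts and tests of the lists. Figures were drawn with matplotlib 3.10.9.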

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

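The row and scaling tests, the erythrocyte test and the comparison with equally bright genes were chosen after the results they bear on had been seen. The numbers of genes drawn from for that comparison (50 and 200 beside 100), and the reading of the row tests as undecided, were set after their first results. The marker lists were written before the values of their genes were read. With 3 mice in each group there are 10 ways to split the arrays, so a count of splits, whatever its outcome, cannot exclude chance for the number of genes past the threshold or for the medians of these lists. The p of single genes in limma do not rest on it. The real split was the only one (1 of 10) with as many as 53 genes past the threshold, and for the denervation response, macrophage, Schwann cell and glycogen breakdown lists it was also the only one (1 of 10 each) with a median as far from 0.

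The 10 genes listed here, outside those the paper discusses, met the naming rule, all with an adjusted p under 0.05 in limma, 3 of 3 aged mice beyond every young mouse and probes well above background on all 6 arrays. Krt18 was higher in aged mice by 5.98 on the log2 scale (-1.22 ± 0.67 in young and 4.76 ± 0.84 in aged mice, SD, n = 3), S100a8 by 4.80, Gdf5 by 4.78, S100a9 by 4.70 and Ccl8 by 3.64. Kera changed by -3.18, Prima1 by -2.11, Col22a1 by -1.44, Bhlhe41 by -1.43 and Prx by -1.29. Adjusted p ranged from 0.00189 for Gdf5 to 0.0429 for Bhlhe41 and Prx. All 10 kept their direction under every alternative run. Of the 10, only Gdf5 also kept its adjusted p under 0.05 under every alternative, where it lay between 0.000544 and 0.0373. Without aged mouse 3, Gdf5 was the only one of the 10 past the threshold. S100a8 and S100a9 lost it there (adjusted p = 0.0557 for both) and with the replicate number as a block (0.0630), and the other 7 lost it in 6 to 10 of the 19 alternatives.

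Krt18 encodes an epithelial keratin, so epithelial tissue in the aged samples was weighed as a source. Krt8, one of 12 listed epithelial genes, was well above background on the arrays of 3 aged and 0 young mice. The median of the 5 epithelial genes tested was -0.075 (adjusted p = 0.363 from limma camera and 0.0246 from fry), with 2 higher and 3 lower, and for the other 7, Epcam and Cdh1 among them, no probe passed the filter. The epithelial gene with the brightest probe, Cldn7, was -1.43 in young and -1.50 in aged mice. These few genes do not decide the question, and the source of the Krt18 signal stays open, with age among the untested explanations.

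S100a8 and S100a9 are abundant in neutrophils. The erythrocyte list argues against more blood in the aged samples, since all 9 of its genes tested were lower in aged mice (median -1.03, adjusted p = 0.000316 from camera and 0.102 from fry), Hba-a1 and Hba-a2 included. A list of 18 other neutrophil genes gave 8 that could be tested, 5 higher and 3 lower, with a median of 0.27 (adjusted p = 0.262 from limma camera and 0.0697 from fry). Retnlg and Fpr1 were well above background on the arrays of 3 aged and 0 young mice, whereas Camp (-0.40), Elane (-0.31) and Trem1 (-0.52) were lower. Csf3r, the one with the brightest probe, was 7.30 in young and 7.35 in aged mice. That is close to the muscle gene Myl2 (7.61 in young mice), so the Csf3r signal may not come from neutrophils and does not count against them. More neutrophils in the tissue, or higher expression in other cells, therefore stay open.

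The denervation response list had a median of 1.66, with 11 of 13 genes higher (adjusted p = 5.79e-09 from camera, 0.00673 from fry and 0.0811 with the correlation estimated from the data), none of them past the threshold over all genes in limma, 11 adjusted over the list alone and 11 at an unadjusted p under 0.05. Chrng was well above background on no array of a young mouse, and with this gene at its bound the median was 1.32. Runx1 (2.75), Gadd45a (2.59) and Myog (2.47) rose most. Chrna1, measured by RT-PCR in the study, is one of the list. Scaling between arrays is argued against by the median, which was 1.65 after quantile normalization and 1.52 with median scaling, although under normexp it was lower, at 1.08. The camera call held under each of the 4 background and scaling alternatives. Camera compares a list with the other genes, so a shift shared by all genes can hardly undo its call. Fry makes no such comparison, and with median scaling it no longer called the list (adjusted p = 0.0729). With the row on the slide as a block, which leaves aged mouse 1 alone to be compared with the young mice, it was 1.35. Row and age cannot be told apart for this list, because only 1 aged array shares a row with the young ones. Denervation of aged fibres is a candidate explanation, and the median without any 1 mouse, between 1.37 and 1.64, does not rest on a single animal.

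The macrophage list had a median of 0.64, with 10 of 11 genes higher (adjusted p = 9.97e-07 from camera, 0.0128 from fry and 0.136 with the correlation estimated). It was 0.63 after quantile normalization and 0.49 with median scaling, which argues against scaling as the source of its direction. With median scaling, however, fry no longer called the list (adjusted p = 0.212). Camera called it under all 4 background and scaling alternatives (lowest median 0.48, under normexp), but a shift shared by all genes can hardly undo a camera call. With the row as a block the median was 0.61, which again rests on aged mouse 1 and leaves the row open. More macrophages, or a different state of them, could each give this and were not separated.

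The Schwann cell list had a median of -0.76, with 8 of 10 genes lower (adjusted p = 0.000860 from camera, 0.00673 from fry and 0.136 with the correlation estimated). Prx, named above, is on this list. Of the genes that were higher, Mbp changed by 1.33, and its 2 other probes changed by 1.12 and -0.026. The median was -0.75 after quantile normalization, which argues against scaling as the source of its direction. With median scaling, however, fry no longer called the list (adjusted p = 0.0729). Camera called it under all 4 background and scaling alternatives (median closest to 0, -0.51, under normexp), but a shift shared by all genes can hardly undo a camera call. With the row as a block the median was -0.80, resting on aged mouse 1. Less nerve in the aged samples would lower all Schwann cell genes alike. A list of 11 other myelin genes gave 9 to test and a median of -0.55 (8 lower, adjusted p = 0.00376 from limma camera, 0.00940 from fry and 0.165 with the correlation estimated; -0.51 with 1 gene that was dim on all arrays of aged mice at its bound), and a list of 10 non-myelin Schwann cell genes gave 7 and a median of -0.046 (5 lower, adjusted p = 0.787 from camera and 0.617 from fry). The difference between the means of these lists was 0.62 ± 0.31 in young and 0.18 ± 0.21 in aged mice (SD, n = 3), and the groups overlapped in this comparison, which was added after the medians were seen, so less nerve and a loss of myelin expression alone both stay open.

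The glycogen breakdown list had a median of -0.29, with 8 of 8 genes lower (adjusted p = 0.0438 from camera, 0.0397 from fry and 0.409 with the correlation estimated). Equally bright genes fell too. Among 10000 random lists matched on mean signal, whose median was -0.13, the list lay at the 2.23rd percentile, and at the 3.61st or 2.41st when each gene was drawn from the nearest 50 or 200 genes in place of 100. As these values lie on both sides of 2.5%, a shift shared by bright probes cannot be told apart from a fall of the list, and after quantile normalization the median was -0.15 (adjusted p = 0.160 from camera). Over the alternatives that keep all mice and the other set tests the adjusted p ranged from 0.0157 to 0.409. With 1 mouse left out it ranged from 0.0337 to 0.205, and the list was called only without young mouse 3 or aged mouse 3.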

How the results depend on the processing

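All alternatives were planned, except that normexp used the median in place of the mean spot signal and that the 10 glycolytic genes with the brightest probes were grouped after their values were seen. The 2 settings for saturated probes and the series matrix values changed nothing, because no probe was saturated and the values were the same. With the row as a block, aged mouse 1 alone is compared with the young mice, so every result of that setting rests on this mouse.

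The number of genes past the threshold was 53. It stayed within 1.5 times of this under normexp (60), quantile normalization (42), median scaling (42), the 75th percentile over detected probes (63), the mean of all probes of a gene (53), a mean-variance trend (74), the row as a block (41), a 2-fold minimum (53) and probes in place of genes (75), but the genes were not always the same. Those among the 53 were 35 under normexp, 42 after quantile normalization, 32 with median scaling, 52 with the 75th percentile over detected probes, 47 with the mean of all probes, 45 with the trend and 12 with the row as a block. With no filter on dim probes, which raised the number of genes tested to 36710, it was 8, and with probes well above background on all 6 arrays, which lowered it to 18551, it was 35. Only 7 and 31 of these were among the 53. The share of calls that were higher in aged mice was 77.4%, against 63.3% with normexp, 61.9% with median scaling and 53.7% with the row as a block. Leaving out 1 mouse gave between 1 gene (without aged mouse 3) and 199 genes (without aged mouse 1), and 52 of the 53 were among the 199. Each of these fits has fewer arrays, but the cause of the difference between aged mice 1 and 3 was not tested.

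With the replicate number as a block, 5 genes passed the threshold. The numbers do not pair the mice. The deviations of same-numbered mice from their group means correlated at -0.06, -0.27 and 0.03 across genes, so this block removes degrees of freedom and no shared variation. The count of other gene lists called was 7 under this block.

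The count of glycolytic genes past the threshold was 0 in every setting except without aged mouse 1, where it was 1 (range over single mice left out, 0 to 1). That gene was Eno1, which was higher in aged mice. Adjusted over the list alone it was 0, except for 1 with the 75th percentile over detected probes and 2 without aged mouse 1. The median of the glycolysis list stayed below 0 and was not called in any setting. It ranged from -0.37 (median scaling, where the median of all genes was -0.21) to -0.06 (quantile normalization), and from -0.28 to -0.12 with 1 mouse left out. The camera p ranged from 0.0845 with the row as a block to 0.904 without young mouse 2. After quantile normalization and without aged mouse 1, camera placed the list above the other genes, although its median and mean were below 0, and with no filter its mean was 0.03. The median of the 10 genes with the brightest probes was -0.24. It was -0.07 after quantile normalization, -0.39 with median scaling and -0.46 with the row as a block, and between -0.29 and -0.13 with 1 mouse left out.

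Of the 17 other lists, 10 were called by camera. The number was 4 after quantile normalization, 6 with probes well above background on all arrays, 4 under fry and 0 with the correlation estimated from the data, and between 5 and 10 with 1 mouse left out. The cause was not tested for quantile normalization. The denervation response, macrophage and Schwann cell lists were called by camera under every alternative except the estimated correlation, but under normexp their medians were 1.08, 0.48 and -0.51.

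A few directions reversed, in every case for lists and genes that were not called. With the row as a block, 4 further lists were called by camera, which were collagen (-0.998), fast fibre (-0.36), polyamine (-0.25) and muscle atrophy (0.44), and 4 lists were no longer called, which were circadian clock (-0.50), slow fibre (-0.11), citric acid cycle (-0.14) and mast cell (0.18), so the number stayed at 10. Quantile normalization gave the fast fibre list 0.012 and Pkm 0.081. Median scaling gave the muscle atrophy list -0.10. No filter gave the Y chromosome list 0.020. The row as a block gave the adipocyte list 0.19, the Y chromosome list 0.051, Pfkl 0.034, Pgam1 -0.15, Eno1 -0.24, Chkb 0.22 and Lypla2 -0.15. Leaving out 1 mouse reversed the collagen list (range -0.53 to 0.010), the muscle atrophy list (-0.15 to 0.27), Pkm (-0.27 to 0.058), Chkb (-0.41 to 0.018), Pgam2 (-0.41 to 0.030), Col3a1 (-1.27 to 0.010) and Col6a2 (-0.50 to 0.30). The collagen list, Pgam2, Col3a1 and Col6a2 reversed only without aged mouse 1. The causes were not tested.

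What the arrays can show is limited by signal over background. Between 48.7% and 53.8% of the probes were well above background on an array, 6 of the 24 glycolytic genes could not be tested, and a fold against a group whose arrays are all dim is only a bound.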

Differences from the paper's values

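The paper's values in this part are from RT-PCR. Its groups were larger than those on the arrays, and the methods do not say which mice they came from. Their ages may therefore differ from those of the array mice, as the ages in the paper's metabolite measurements do. A gap between 2 values need not come from the method alone. The values of the arrays are folds of aged over young mice (3 mice each). Alternatives are those set before the data were examined. Among them, the row as a block leaves aged mouse 1 alone to be compared with the young mice. A value of the array is said to be within the limits when it and the paper's value differ by no more than the SD of the array's fold (the larger of the SDs of the young and the aged mice), or when the larger is no more than 1.5 times the smaller. A wide SD lets large ratios through, so being within the limits does not mean that 2 values are close.

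For Pkm, the paper's RT-PCR value for pyruvate kinase is 0.6-fold, and the array gave 0.955-fold. The array's value came within the limits under median scaling (0.862), with the row on the slide as a block (0.885), without young mouse 3 (0.831) and without aged mouse 3 (0.900), and under none of the other 15 alternatives.

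For Odc1, the paper's value is 1.4-fold and the array gave 0.749-fold, in the opposite direction. All 3 Odc1 probes were lower in aged mice. The value came within the limits without aged mouse 1 (0.960, still in the opposite direction) and under none of the other 18 alternatives.

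For Col6a2, the paper's value is 0.3-fold and the array gave 0.885-fold. It came within the limits, through the width of the SD, under median scaling (0.799, SD 0.547), with the row as a block (0.460), without aged mouse 2 (0.800) and without aged mouse 3 (0.706), and under none of the other 15 alternatives. Without aged mouse 1 it was 1.23-fold.

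For Myh7, which encodes MyHC-I, the paper's value is about 1.1 in Fig. 3c, read by eye, and the array gave 0.632-fold. None of the 19 alternatives brought it within the limits, and they ranged from 0.536 to 0.732.

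For 5 further genes the 2 values were over 1.5 times apart and within the limits only because they differed by less than the SD of the array's fold. These were Chrna1 (the paper's value 1.5-fold, the array's 3.56-fold, SD 2.32), Col1a1 (the paper's 0.1, the array's 0.338, SD 0.26), Col3a1 (the paper's 0.2, the array's 0.608, SD 0.543), Smox (the paper's 0.2, the array's 0.379, SD 0.299) and Amd2 (the paper's 0.3, the array's 0.480, SD 0.221). All 5 fell outside the limits without aged mouse 1. They were then 4.85-fold for Chrna1, 0.537 for Col1a1, 1.01 for Col3a1, 0.647 for Smox and 0.609 for Amd2. Amd2 was also outside them after quantile normalization (0.526), and no other alternative took any of the 5 outside. For Amd2 the gap depended on the probe. Its other probes changed by -1.60 and -2.29 on the log2 scale, and the mean of all its probes gave 0.319-fold.

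Of the 19 genes measured by RT-PCR, 15 changed in the same direction on the array and 4 in the opposite one. Apart from Odc1 and Myh7, these were Myh2, which encodes MyHC-IIa and is about 1.3 in Fig. 3c, read by eye, against 0.891-fold on the array, and Lypla2, which is about 0.78 in Fig. 4b, read by eye, against 1.15-fold. The paper states that MyHC-IIb was lower while MyHC-I and MyHC-IIa were not, whereas on the array Myh4 (0.864-fold), Myh2 and Myh7 were all lower, with none past the threshold. The array is not shown to separate these isoforms. In young mice the Myh8 probe (9.38) was brighter than that of Myh4 (9.07), so a probe of one myosin gene may also read another. No gene of the 19 passed the threshold in limma over all genes, 2 did adjusted over the list alone, and 4 had an unadjusted p under 0.05. Of genes the paper reports as changed, Chrna1 passed the threshold without aged mouse 1 (adjusted p = 0.0349 from limma, 4.85-fold). With the row as a block, which rests on aged mouse 1 alone, Smox was 0.130-fold. With that block, Lypla2 was 0.899-fold, in the paper's direction. Chkb went the other way, to 1.17-fold, against a paper's value of about 0.9, read by eye.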

Other observations

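The tests of bright probes were chosen after the result was seen. The 5 clock output genes were listed after the genes of the circadian clock list had been seen to move in opposite ways, and before their own values were read. They took the place of a comparison within the circadian clock list, whose 2 groups of genes had been formed from their values.

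The lower signal of glycolytic genes may in part be a shift shared by bright probes. On the array of aged mouse 1, the median difference from the young mice went from 0.17 for the 2397 genes with a mean log2 signal below -3 to -0.32 for the 406 genes above 8, and the same difference was -0.03 in aged mouse 2 and -0.10 in aged mouse 3 for the latter. The 10 glycolytic genes with the brightest probes had a median of -0.24. Among 10000 lists of 10 genes matched on mean signal, whose median was -0.17, they lay at the 3.31st percentile (3.17 and 3.18 with pools of 50 and 200 genes), inside the range from -0.25 to -0.08 that holds the middle of the lists, so such a shift is able to give a fall of this size. The whole list of 18, at -0.23, lay at the 2.23rd percentile (2.46 and 2.77), just beyond or just inside the lower 2.5%, and for it the shift and a fall of glycolytic genes cannot be told apart, since the answer changes with the pool. The other 8 genes, with dimmer probes, had a median of 0.40 and lay at the 99.54th percentile. The real split of the arrays gave the median farthest from 0 of the list (1 of 10 splits), which does not exclude chance. A fall of glycolytic genes with age stays among the open explanations.

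Clock genes moved in opposite ways. The circadian clock list had a median of -1.18 (9 of 12 genes lower, adjusted p = 0.0385 from camera and 0.219 from fry), but Arntl (1.19) and Clock (0.68) were higher in aged mice, while all 8 of Dbp, Tef, Hlf, Per1, Per2, Per3, Nr1d1 and Nr1d2 were lower, with a median of -1.23. A different phase of the clock in the aged samples predicts that other clock output genes fall with Dbp. Of 5 such genes, Wee1 (-1.27), Usp2 (-0.75), Tspan4 (-0.53) and Bhlhe40 (-0.50) were lower and Lonrf3 (0.72) was higher, a median of -0.53 (adjusted p = 0.0329 from limma camera, 0.00940 from fry and 0.165 with the correlation estimated). Bhlhe41, among the 5 largest decreases, is also a clock gene. This is consistent with a shift of phase, as a hypothesis. Whether the hour of sampling or age gave it was not tested, since the paper's text does not name the hour of sampling. With the row on the slide as a block, the median of the circadian clock list was -0.50 and it was not called, nor was it after quantile normalization (-1.19), with probes well above background on all 6 arrays (-0.85), or without young mouse 1, young mouse 2 or aged mouse 2.

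The remaining lists are given as values. The genes measured by RT-PCR had a median of -0.33 (17 of 19 lower, adjusted p = 0.0247 from camera and 0.219 from fry), the citric acid cycle -0.22 (13 of 16 lower, 0.0385 and 0.0587), slow fibre -0.58 (9 of 11 lower, 0.0346 and 0.238) and mast cell 0.35 (6 of 8 higher, 0.0385 and 0.190). These 4 were called by camera and not by fry. None of them was called by camera after quantile normalization, and with the row on the slide as a block only the genes measured by RT-PCR were. Collagen had a median of -0.19 (11 of 15 lower, adjusted p = 0.145 from camera), and Col1a1 (-1.56), Col1a2 (-1.54) and Col14a1 (1.75) moved most. Without aged mouse 1 the median was 0.010. The list was called by camera without young mouse 2 (-0.53), without aged mouse 3 (-0.51), with no filter on dim probes (-0.18) and with the row on the slide as a block (-0.998). Fast fibre (-0.15), polyamine (-0.16), adipocyte (-0.22), muscle atrophy (0.04), lymphocyte (-0.19) and Y chromosome (-0.14) were not called, with adjusted p of 0.386 or more from camera. The lymphocyte median was below 0 while its mean (0.11) and its test were above, and the muscle atrophy median and test were above 0 while its mean was -0.05. The X inactivation list held no gene that could be tested. The myosin heavy chain genes have similar sequences, and Myh8, of the denervation response list, had a log2 signal of 9.38 in young mice, so a probe of one may also read another.

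Of the 20901 genes, 21.8% had groups that did not overlap, against the 10% that chance gives for 3 mice against 3. The genes are not independent, so this share has no test.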
